# Protein Arginine Methyltransferase 1 Is Essential for the Meiosis of Male Germ Cells

**DOI:** 10.3390/ijms22157951

**Published:** 2021-07-26

**Authors:** Sahar Waseem, Sudeep Kumar, Kanghoon Lee, Byoung-Ha Yoon, Mirang Kim, Hail Kim, Keesook Lee

**Keywords:** PRMT1, ADMA, spermatogenesis, meiosis, DNA double strand break repair

## Abstract

Protein arginine methyltransferase 1 (PRMT1) is a major enzyme responsible for the formation of methylarginine in mammalian cells; however, its function in vivo is not well understood due to its early embryonic lethality in null mice exhibiting spontaneous DNA damage, cell cycle delays, and defects in check point activation. Here, we generated germ cell-specific *Prmt1* knock-out (KO) mice to evaluate the function of PRMT1 in spermatogenesis. Our findings demonstrate that PRMT1 is vital for male fertility in mice. Spermatogenesis in *Prmt1* KO mice was arrested at the zygotene-like stage of the first meiotic division due to an elevated number of DNA double-strand breaks (DSBs). There was a loss of methylation in meiotic recombination 11 (MRE11), the key endonuclease in MRE11/RAD50/NBS 1 (MRN) complex, resulting in the accumulation of SPO11 protein in DSBs. The ATM-mediated negative feedback control over SPO11 was lost and, consequently, the repair pathway of DSBs was highly affected in PRMT1 deficient male germ cells. Our findings provide a novel insight into the role of PRMT1-mediated asymmetric demethylation in mouse spermatogenesis.

## 1. Introduction

Among a variety of known post-translational modifications occurring inside mammalian cells, the protein arginine methylation is one of the most common post-translational modifications mediated by the members of the protein arginine methyltransferase (PRMT) family [1,2,3]. Nine members of the PRMT family have been identified in mammalian cells and PRMTs play major roles in pre-mRNA splicing, DNA damage signaling, mRNA translation, cell signaling, and cell fate decision [4,5,6] via the methylation of their histone [7,8] and nonhistone substrates [6]. PRMT type I (PRMT1-4, 6, and 8), type II (PRMT5 and 9), and type III (PRMT7) enzymes are able to generate ω-N^G^, N^G^-asymmetric dimethylarginine (ADMA), ω-N^G^, N^G^-symmetric dimethylarginine (SDMA), and ω-N^G^ -monomethylarginine (MMA), respectively [3].

PRMT1 is the first mammalian PRMT to be identified, which is responsible for the production of 80% of the ADMA in the proteome, including methylation of histone 4 at arginine 3 (H4R3me2a) [9,10]. PRMT2 acts as co-activator for the androgen receptor and estrogen receptor alpha [11,12]. PRMT3 is the only cytosolic member with no known direct epigenetic functions. PRMT4, also known as the co-activator-associated arginine methyltransferase 1 (CARM1), generates H3R17me2a and H3R26me2a marks and works with several transcription factors including p53, nuclear factor-κB, peroxisome proliferator activated receptor gamma, and c-FOS to regulate the target gene expression [3,13]. The newborn *Prmt4* knock-out (KO) mice are smaller than the wildtype (WT) and die shortly after birth [14]. PRMT5 methylates histones before their incorporation into chromatin during embryogenesis and contributes to the maintenance of the pluripotent and undifferentiated state of embryonic stem cells [15,16]; therefore, the PRMT5 null mice die before birth [16]. PRMT6 is exclusively located in the nucleus and its H3R2me2a marks antagonize the activation of H34Kme3 marks, suggesting its role as a transcriptional repressor [17]. PRMT7 is the only PRMT member to produce MMA marks [18] and regulates the expression of pluripotent genes via the microRNA-controlled double-negative feedback loop [19]. Among all the PRMT members, PRMT8 is largely restricted to neurons and is most frequently mutated (over 100 mutations in the coding region) in cancer genomes in a variety of tissues [20,21].

Although PRMT1 whole-body KO mice are embryonically lethal [22], conditional KO studies have revealed the important roles of PRMT1 in different cellular processes. For example, the deletion of PRMT1 from the muscular system and neural progenitors leads to the failure of muscle differentiation and brain demyelination, respectively [23,24]. PRMT1 has been considered a key factor in the epigenetic control and maintenance of the expression levels of genes involved in the determination of the functions and identities of mature β-cells [25]. In a study of the generation of the *Prmt1* null allele in mice, the mouse embryonic fibroblasts (MEFs) lacking PRMT1 exhibited spontaneous DNA damage, cell cycle delays, and check point activation defects [26]. A large number of PRMT1 substrates are known and their preferred methylation sites are arginine that consist of glycine- and glycine-arginine-rich (GAR) sequences [27]. PRMT1 methylates the DNA damage response protein MRE11 [28], which forms a complex with RAD50 and NBS1 that is referred as the MRN complex [29].

Mammalian spermatogenesis is a highly dynamic and complex process that leads to the generation of male gametes from the spermatogonial stem cells through the processes of mitosis and meiosis [30,31]. Spermatogenesis is controlled and synchronized by several epigenetic and post-translational modifications, such as phosphorylation, acetylation, methylation, sumoylation, and ubiquitination [32,33,34,35,36]. Recent studies suggest the essential role of arginine methylation in the reproduction of both male and female mice. During the first wave of spermatogenesis, three PRMT members (PRMT1, PRMT4, and PRMT5) display elevated mRNA expression levels, with the highest expression levels detected in haploid spermatids [37]. PRMT5 acts as a crucial factor for the survival of mouse primordial germ cells [38,39], maintenance of spermatogonial stem cells [40], and in the progression of spermatogenesis as germ cell-specific PRMT5 deletion with *Stra-Cre* resulting in infertility in male mice [41]. PRMT6 and PRMT7 were also found to be directly and indirectly involved in the process of spermatogenesis [42,43].

In this study, we evaluate the function of PRMT1 in spermatogenesis in greater detail by generating male germ cell-specific *Prmt1* KO mice. These male mice were infertile and had atrophic seminiferous tubules due to aberrant meiosis during spermatogenesis. We found that the PRMT1-deficient germ cells had accumulated DNA double strand breaks (DSBs) and attenuated the ataxia telangiectasia-mutated (ATM)-DSB repair pathway due to the loss of the asymmetric dimethylation of MRE11, resulting in a massive loss of germ cells. Our results suggest that PRMT1 regulates meiosis in germ cells by interacting with the ATM pathway of the DSB repair system and is essential for spermatogenesis and male fertility in mice.

## 2. Results

### 2.1. Deletion of Prmt1 in the Testis Results in a Massive Loss of Germ Cells

To investigate the importance of PRMT1 in spermatogenesis, we specifically knocked out the *Prmt1* gene in germ cells by mating *Prmt1^f^*^/*f*^ mice with neurogenin 3 (Ngn3)-Cre mice that specifically expressed the Cre recombinase enzyme driven by the Ngn3 promoter in germ cells as early as post-natal day 7 (P7) (Figure S1A,B). The *Prmt1^f/f^ Ngn3-Cre* mice had specific deletion of exons 3–4 of *Prmt1*. We examined the expression of PRMT1 in wildtype mouse testes on postnatal day 10 (P10), P12, and P35. PRMT1 is expressed in the nucleus of germ cells at every stage of spermatogenesis and the expression increases with the increase in the number of germ cells during testicular development (Figure 1A). Ngn3 is well expressed in the spermatogonia on P7 [44]. Germ cell-specific *Prmt1* KO mice exhibit negligible expression levels of PRMT1 in germ cells on P10 (Figure 1B). The *Prmt1* KO male mice were found to be completely infertile while the female KO mice were fertile (Table S1). The sizes of the testes of the *Prmt1* KO mice were significantly smaller than that of their control littermates from P14 onwards, with an approximately 70% drop in testes weight at the adult stage (P42) (Figure 1C). Histological analysis of testes revealed that virtual changes, such as differences in the composition of germ cells and increase in the number of atrophic tubules, were observed from P12 onwards. In addition, upon reaching the adult stage (P42) most of seminiferous tubules in *Prmt1* KO were atrophic without germ cells, from haploid spermatids to spermatozoa, suggesting severe problems in the meiosis stage during spermatogenesis (Figure 1D). TUNEL assays displayed significantly higher number of germ cells having apoptotic marks in the *Prmt1* KO testes than their littermate controls (Figure 1E). Collectively, these results indicate that PRMT1 is essential for male fertility in mice, in the absence of which, the germ cells undergo apoptosis before the completion of spermatogenesis and, hence, cannot develop into functional spermatids.

### 2.2. PRMT1 Deficiency Leads to the Reduction in Global Asymmetric Dimethylation as Well as Arginine-3 Dimethylation of Histone H4 in Male Germ Cells

As PRMT1 is the predominant PRMT member, we speculated that a difference in the ADMA type of methylation would be observed in the absence of PRMT1, if any other PRMT member did not compensate its function. To address this question, immunofluorescence was performed to check the total ADMA deposits. Testes from P10 and P35 were stained with anti-ADMA antibodies. Strong signals of ADMA were spotted in the germ cells of control testes at P10 and P35. However, significantly less and reduced signals were observed in the germ cells of *Prmt1* KO testes at P10, which further disappeared at the adult stage (P35) (Figure 2A). In addition, Western blotting analysis of whole testis lysates from P8, P10 and P14 also confirmed the presence of highly reduced ADMA signals in the *Prmt1* KO mice compared with the controls (Figure 2B).

We further investigated asymmetric dimethylation of arginine 3 of histone 4 in *Prmt1* KO testes, which is one of the major targets of PRMT1 that is known for the transcriptional regulation of a large number of genes [45]. Immunofluorescence assays were performed with the testes of *Prmt1* KO mice from P10 and P35 by using the anti-H4R3me2a antibody. There was a significant reduction in the levels of H4R3me2a marks in *Prmt1* KO testes, which was further confirmed by western blotting (Figure 2C,D). These findings that the absence of PRMT1 leads to a drastic reduction in the levels of ADMA marks and H4R3me2a methylation indicate that the function of PRMT1 cannot be compensated by other PRMTs in male germ cells in mice.

### 2.3. PRMT1 Deletion Alters the Expression Patterns of Genes Involved in Mouse Spermatogenesis

The above-mentioned results clearly demonstrate that the deletion of germ cell-specific PRMT1 causes a block in the progression of spermatogenesis. Therefore, to systematically illuminate the gene expression changes resulting from *Prmt1* KO in germ cells, we compared the transcriptomes of the WT and *Prmt1* KO testes on P8 using high-throughput RNA sequencing (RNA-seq). 

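RNA from 2 WT and 2 *Prmt1* KO testis samples on P8 was sequenced as paired-end reads on an Illumina HiSeq instrument. The *Prmt1* KO mice carried a Cre recombinase driven by the *Ngn3* promoter, which is active in early spermatogonia, so that the gene was removed in germ cells while the somatic cells of the testis kept it. The authors aligned the reads to the mouse genome mm10 with TopHat and deposited the number of reads counted on each gene, without normalization; the paper's text does not name the counting program. The total count was 32045402 in WT 1, 36039709 in WT 2, 29053804 in *Prmt1* KO 1 and 28679664 in *Prmt1* KO 2. Of the 23420 genes in the files, 15861 had enough counts to be tested under edgeR's filterByExpr rule, and these held at least 99.9% of the counts of every sample. Counts were scaled by edgeR's TMM method to CPM, the count of a gene relative to the scaled total of its sample, and WT and *Prmt1* KO samples were compared by edgeR's quasi-likelihood test with the adjustment of Benjamini and Hochberg over all genes tested. The log2 CPM values of the 2 WT samples correlated across genes with a Pearson's r of 0.995 and those of the 2 *Prmt1* KO samples with 0.983, where genes are not independent replicates. The differences between replicates exceeded counting noise, with a chi-square per degree of freedom of 9.55 in WT and 16.1 in *Prmt1* KO samples, so each library was counted as 1 replicate. With 2 samples in each group, an exact permutation test of a single gene cannot give a two-sided p below 0.333, and the tests across genes rest on the spread that edgeR shares between genes. Intervals from read counts cover counting error only, and a floor covers neither counting error nor the spread between samples.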

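*Prmt1* lies on the minus strand of chromosome 7 of mm10 from 44975989 to 44986568. In its principal transcript, which has 11 exons, exon 3 spans 44983486 to 44983587 and exon 4 spans 44981738 to 44981893, and both are coding. Exons 3 and 4 together hold 258 bases, 17.1% of the exon bases of this transcript, so reads from the other exons of a deleted copy and from the somatic cells remain in the count of the gene. *Prmt1* had 7080 counts in WT 1, 8967 in WT 2, 5068 in *Prmt1* KO 1 and 5219 in *Prmt1* KO 2. After scaling these were 231.5 ± 18.4 CPM (SD, n = 2) in WT and 181.0 ± 6.6 CPM (SD, n = 2) in *Prmt1* KO testes. The log2 fold change was -0.36 (standard error 0.08, adjusted p = 0.046 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and both *Prmt1* KO samples were below both WT samples. The same-numbered samples of the 2 groups deviated from their group means in opposite directions, with a correlation of -0.315 over the genes tested. With the replicate number as a block the adjusted p of *Prmt1* was 0.085, and with the crossed pairs as a block, a fit chosen after seeing the data, it was 0.0012 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment in both). The log2 differences within the numbered pairs were -0.31 for replicate 1 and -0.40 for replicate 2. In the crossed pairs they were -0.47 for *Prmt1* KO 1 against WT 2 and -0.23 for *Prmt1* KO 2 against WT 1.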

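At a fold change above 2 and an unadjusted p under 0.05, 463 of the 15861 genes tested were differentially expressed between WT and *Prmt1* KO testes on P8. Of the genes tested, 4151 had an unadjusted p under 0.05. After Benjamini-Hochberg adjustment of the p-values from edgeR's quasi-likelihood test, 1124 genes had an adjusted p under 0.05, and 188 of these also changed more than 2-fold. The smallest adjusted p of any gene was 0.00103. With the replicate number as a block, where same-numbered samples correlated at -0.315, 398 genes passed the fold change and the unadjusted p and 308 had an adjusted p under 0.05. With the crossed pairs as a block the counts were 559 and 3264. Among the alternatives set before the data were examined, the count at the fold change and unadjusted p moved most when an adjusted p under 0.05 was required with the fold change, to the 188 genes above.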

We found that a total of 1185 genes were differentially expressed in the *Prmt1* KO testis on P8. Of these, 482 genes were downregulated and 703 genes were upregulated (Figure 3A).

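At the fold change above 2 and p under 0.05, 209 genes were downregulated and 254 were upregulated in *Prmt1* KO testes. At an adjusted p under 0.05 the split was 470 lower and 654 higher. Without a composition factor, that is with scaling by library size only, it was 657 lower and 475 higher, so 42.0% of these genes were higher in place of 58.2%. At the fold change above 2 and an unadjusted p under 0.05, the fit with the replicate number as a block had 205 genes downregulated and 193 upregulated, and the fit with the crossed pairs 221 and 338. At an adjusted p under 0.05 these fits had 161 lower and 147 higher, and 1383 lower and 1881 higher.
The 5 largest falls among genes with an adjusted p under 0.05 were in *Hsd3b6*, *Ugt1a6b*, *Serpina3a*, *Gja6* and *Meiob*. *Serpina3a*, on chromosome 12 of mm10 from 104112724 to 104121896, had 34.7 ± 4.22 CPM (SD, n = 2) in WT and 4.55 ± 0.301 CPM (SD, n = 2) in *Prmt1* KO testes, a log2 fold change of -2.93 (standard error 0.13, adjusted p = 0.00103 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Hsd3b6* fell by 3.40 on the log2 scale, from 70 and 87 counts in the WT samples to 9 and 3 in the *Prmt1* KO samples. With each sample left out in turn, the log2 fold change of *Hsd3b6* ranged from -4.36 to -2.84, so its size is uncertain. *Gja6* fell by 2.89 on the log2 scale and *Meiob* by 2.80. *Ugt1a6b* had 22 and 29 counts in the WT samples and 3 and 2 in the *Prmt1* KO samples. Its WT level was 6.96-fold that of a floor of 3 counts in each *Prmt1* KO sample, which is not a confidence limit. The log2 fold change of *Ugt1a6b* was -3.01 with a standard error of 0.48, and from -3.30 to -2.77 with each sample left out. Reads of *Hsd3b6* and *Serpina3a* can be shared with close relatives in their gene families, and *Ugt1a6b* shares exons with its neighbours in the UGT1A cluster, so their counts are uncertain. The 5 largest rises were in *Epha5*, *Adamts16*, *Serpina12*, *D630039A03Rik* and *Rgn*. *Epha5* rose from 11 and 7 counts in the WT samples to 58 and 70 in the *Prmt1* KO samples, a log2 fold change of 3.08 with a standard error of 0.37. *Adamts16* rose by 2.90 on the log2 scale and *Serpina12* by 2.75. In the fit with the replicate block, the adjusted p was 0.0163 for *Serpina3a*, 0.0364 for *Hsd3b6* and 0.034 for *Epha5*, and *Ugt1a6b*, *Serpina12*, *Rgn* and *D630039A03Rik* no longer had one under 0.05, at 0.0529, 0.07, 0.0814 and 0.103 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *D630039A03Rik* had 90 counts in *Prmt1* KO 1 and 25 in *Prmt1* KO 2, and *Rgn* had 188 and 61.
All 209 downregulated genes were lower in both *Prmt1* KO samples than in both WT samples, and 218 of the 254 upregulated genes were higher in both. The *Prmt1* KO samples differed most among the upregulated genes. There, 108 genes were more than 2-fold higher in *Prmt1* KO 1 than in *Prmt1* KO 2, 3 genes showed the reverse, and 20 genes in *Prmt1* KO 2 were at or below the WT mean.

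**Figure D1:**
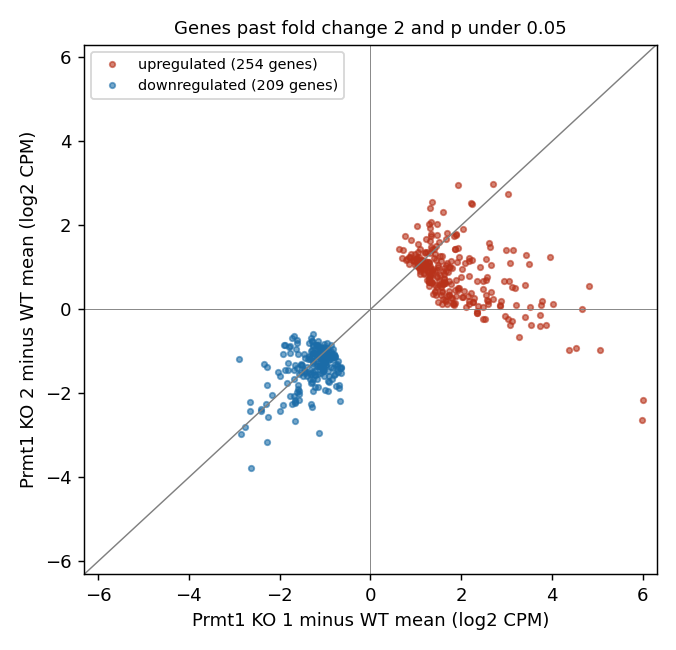
Each point is a gene past fold change 2 and p under 0.05, placed by its log2 CPM in Prmt1 KO 1 (horizontal axis) and in Prmt1 KO 2 (vertical axis) minus the mean of the 2 WT samples, with the diagonal marking equal change. The 209 downregulated genes sit around the diagonal, while 108 of the 254 upregulated genes were more than 2-fold higher in Prmt1 KO 1 than in Prmt1 KO 2.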

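Of the 209 downregulated genes, 18 (8.61%) were among the 62 tested genes of the meiosis genes, which took the meiosis genes that the paper names or draws and others that it does not name, and were written before the data were examined. These 18 genes were *Ccnb3*, *Dmc1*, *Dmrtc2*, *Hfm1*, *Hormad1*, *Mcmdc2*, *Meiob*, *Msh5*, *Prdm9*, *Rad21l*, *Rad51ap2*, *Spata22*, *Spo11*, *Syce3*, *Sycp2*, *Terb1*, *Tesmin* and *Zfp541*. The lists do not hold every gene with a role in meiosis, so the share is a count over these lists only.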

Most of the downregulated genes are those involved in meiosis, a key process in germ cell development. Therefore, we further analyzed these downregulated genes focusing on the genes known to be important for the regulation of spermatogenesis, including the meiotic cell cycle and synaptonemal complex assembly. 

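KEGG pathways were not used here, and the mouse Reactome sets were taken in their place. Gene symbols were paired with Entrez identifiers for 23234 of the 23420 genes in the files. Of the genes tested, 5179 belonged to a Reactome set, and so did 40 of the 209 downregulated genes, while the other 169 downregulated genes could not enter. A one-sided Fisher's exact test over 890 sets of 10 to 500 genes gave 19 sets at an unadjusted p under 0.05 and 3 at an adjusted p under 0.05. The set of the cell cycle held 6 downregulated genes where 3.51 were expected (Fisher's exact test, p = 0.133). These 6 genes were the same as the downregulated genes of the meiosis set. The sets of lipid regulation by PPARalpha, sphingolipid metabolism, clathrin-derived vesicle budding, and transferrin endocytosis held 0 downregulated genes, with fewer than 1 expected in each. At this number of downregulated genes a set of this size could not show a lack of them.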

In the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis, the downregulated genes were summed up mostly into endocytosis, oocyte meiosis, cell cycle, p53 signaling, PPAR signaling, and sphingolipid metabolism processes (Figure 3B). In addition, the gene ontology enrichment analysis performed under three categories, namely meiosis, developmental process, and miscellaneous, revealed that the highly dysregulated genes belonged to the meiosis category and some others belonged to various developmental processes (Figure 3C). 

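Gene ontology terms were not used here. The 3 Reactome sets with an adjusted p under 0.05 among the downregulated genes were meiosis and meiotic recombination, the second of which is listed as a pair of identical sets. Meiotic recombination held 5 downregulated genes of 24 tested, *Dmc1*, *Hist1h4c*, *Msh5*, *Prdm9* and *Spo11*, where 0.185 were expected (one-sided Fisher's exact test with Benjamini-Hochberg adjustment over 890 sets, adjusted p = 0.00036). Meiosis held 6 of 54 where 0.417 were expected, with an adjusted p of 0.00084 from the same test. *Hist1h4c* is one of many nearly identical histone genes, so its count is uncertain. Meiotic synapsis held 2 of 37 where 0.286 were expected, with an unadjusted p of 0.0327 and an adjusted p of 1. With the downregulated genes of the fit that had the replicate number as a block, where same-numbered samples correlated at -0.315, the adjusted p was 0.00046 for meiotic recombination and 0.0011 for meiosis, and with the crossed pairs 0.00074 and 0.0020. Camera, a test that compares the fold changes of a set with those of all other genes and needs no list of called genes, gave an adjusted p of 0.0030 for meiosis, 0.0026 with the replicate block and 8.1e-05 with the crossed block. For meiotic recombination these were 0.0173, 0.0131 and 0.0061. The median log2 fold change of all genes of a set was -0.11 in meiosis and -0.17 in meiotic recombination. Over all sets, camera placed 21 lower and 62 higher in *Prmt1* KO testes at an adjusted p under 0.05.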

We also mapped the genes involved in the three major stages of spermatogenesis (spermatogonial stem cell maintenance, spermatogonial stem cell differentiation, and meiosis) into an interaction network to illustrate the regulatory relationships. *Prmt1* KO testes showed six downregulated genes [POU class 3 homeobox 1 (*Pou3f1*), DEAD-box helicase 4 (*Ddx4*), B-cell lymphoma 6 (*Bcl6*), deleted in azoospermia-like (*Dazl*), forkhead box O1 (*FOXO1*), and *Sal4*] and five upregulated genes [Ets variant gene 5 (*ETV5*), glial cell derived neurotrophic factor (*GDNF*) receptor alpha 1 (*Gfra1*), nanos C2HC-type zinc finger 3 (*Nanos3*), nanos C2HC-type zinc finger 2 (*Nanos2*), and LIM homeobox 1 (*Lhx1*)] involved in spermatogonial stem cell maintenance, five downregulated genes [spermatogenesis and oogenesis specific basic helix-loop-helix 1 (*Sohlh1*), *Ngn3*, spermatogenesis and oogenesis specific basic helix-loop-helix 2 (*Sohlh2*), and signal transducer and activator of transcription 3 (*Stat3*)] and two upregulated genes [doublesex and mab-3 related transcription factor 1 (*Dmrt1*) and MYC associated factor X (*Max*)] involved in spermatogonial stem cell differentiation, and 14 downregulated meiosis specific genes [*Spo11*, *Tax12*, *Tax15*, MutL homolog 1 (*Mlh1*), structural maintenance of chromosome 1 (*Smc1*), synaptonemal complex protein-3 (*Sycp3*), *Rec8,* stimulated by retinoic acid gene 8 *(Stra8*), synaptonemal complex central element protein 1 *(Syce1)*, synaptonemal complex protein-1 (*Sycp1)*, *DNA meiotic recombinase 1 (DMC1*), *Rad18,* and synaptonemal complex central element protein 3 (*Syce3*)] (Figure 3D). This shows significant disturbances in the inter-regulatory network of spermatogenesis in the absence of PRMT1 enzyme, which also suggests the vital role of PRMT1 in the process of spermatogenesis. 

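Together with *Sycp2*, *Syce2*, *Kit*, *Spsb1* and *Hfm1*, which Figure 3D also shows as changed, 36 genes of the network were examined. *Smc1* was read as both *Smc1a* and *Smc1b*, *Tax12* and *Tax15* as *Tex12* and *Tex15*, *Sal4* as *Sall4* and *Ngn3* as *Neurog3*. The paper took its directions from these same samples, so a match with them is not independent evidence. The log2 fold change had the direction given in the paper for 35 of the 36 genes. In 7 of the genes, *Foxo1*, *Stat3*, *Max*, *Dmrt1*, *Nanos2*, *Neurog3* and *Rad18*, it was within 0.1 of 0. The directions of *Max*, *Dmrt1* and *Nanos2* reversed with scaling by library size only, and that of *Stat3* reversed with DESeq2's size factors, with no filter on low counts and in DESeq2's Wald test. The gene in the other direction was *Smc1a*, at 104.2 ± 3.97 CPM (SD, n = 2) in WT and 132.1 ± 9.16 CPM (SD, n = 2) in *Prmt1* KO testes, a log2 fold change of 0.34 (standard error 0.07, adjusted p = 0.042 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its meiotic relative *Smc1b* had a log2 fold change of -0.64. Among the 36 genes, *Spo11*, *Dmc1*, *Syce3*, *Sycp2* and *Hfm1* passed the fold change above 2 with p under 0.05, and 15 genes had an adjusted p under 0.05 in the stated direction. Of the 18 genes of spermatogonial stem cell maintenance and differentiation, 5 had an unadjusted p under 0.05 and 0 an adjusted p under 0.05. Under the replicate block the adjusted p of *Smc1a* was 0.104 and with the crossed pairs 0.00052 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The largest change among these 18 was in *Lhx1*, with a log2 fold change of 0.93 (standard error 0.23, adjusted p = 0.058 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Adjusted p-values under 0.05 in either direction fell from 16 of the 36 genes without a block to 11 with the replicate number as a block, where same-numbered samples correlated at -0.315, and rose to 22 with the crossed pairs.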

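Lists of genes written before the data were examined were compared between the groups by camera. This test set the fold changes of a list against those of all other genes, with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over 21 lists. The 32 tested meiosis genes that the paper does not name had a median log2 fold change of -0.61. Of these, 30 were lower in *Prmt1* KO testes and 17 had an adjusted p under 0.05 over all genes tested, or 22 with adjustment over the list alone (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The camera adjusted p of this list was 2.7e-13. The median of 14 genes of differentiating spermatogonia was -0.46, with 13 genes lower and a camera adjusted p of 1.3e-06. The median of 20 genes expressed in germ cells of all stages was -0.25, with all 20 lower and a camera adjusted p of 4.8e-07. The median of 22 genes of undifferentiated spermatogonia was -0.0089, with 11 lower and 11 higher and a camera adjusted p of 0.775. In that list *Prmt1* KO 1 was below the WT mean by a median of -0.15 and *Prmt1* KO 2 above it by 0.11. When camera estimated the correlation between the genes of each list from the 4 samples, the adjusted p of the meiosis genes became 0.469, that of the differentiating spermatogonia genes 0.469 and that of the genes of all germ cells 0.540. With the replicate number as a block, where same-numbered samples correlated at -0.315, the camera adjusted p-values were 5.4e-14 for the meiosis genes, 2.9e-07 for the differentiating spermatogonia genes, 2.5e-07 for the genes of all germ cells and 0.743 for the undifferentiated spermatogonia genes. With the crossed pairs they were 1.5e-17, 6.8e-08, 1.2e-07 and 0.695.
The median log2 difference of the meiosis genes was -0.50 within the pair numbered 1 and -0.73 within the pair numbered 2. In the crossed pairs it was -0.61 for *Prmt1* KO 1 against WT 2 and -0.62 for *Prmt1* KO 2 against WT 1.

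**Figure D2:**
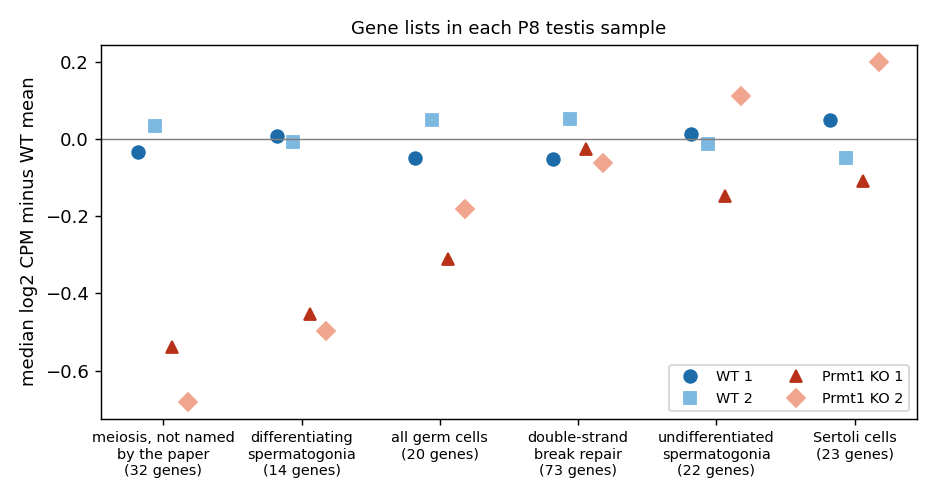
For each list of genes, the points give the median over its genes of log2 CPM in each of the 4 samples minus the mean of the 2 WT samples, so the WT points lie around 0 by construction. Both Prmt1 KO samples lie below both WT samples in the lists of meiosis genes, differentiating spermatogonia genes and genes of all germ cells, and the undifferentiated spermatogonia genes of the 2 Prmt1 KO samples lie on either side of the WT points.

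From the changed genes, their pathways and the network of Figure 3D, the paper concludes that loss of PRMT1 in germ cells disturbed genes of several processes, among them those of meiosis, which it describes as highly affected.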

Collectively, these data reveal that the deletion of germ cell-specific PRMT1 disturbed the expression of genes related to multiple biological processes, among which the genes involved in the process of meiosis were highly affected.

### 2.4. PRMT1 Deficiency Leads to Aberrant Meiosis in Male Germ Cells

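The genes compared were *Meig1*, *Spo11*, *Boll*, *Dmc1*, *Syce1*, *Prdm9*, *Pcsk4*, *Smc1b*, *Mei1*, *Syce2*, *Sycp3*, *Rec8*, *Msh4*, *Stag3*, *Ccnb3*, *Cpeb1*, *Sycp1*, *Ybx2*, *Stra8*, *Ccnb1ip1*, *Rsph1*, *Tex12*, *Sycp2*, *Tex15*, *Msh5* and *Syce3*. These 26 meiosis genes were all lower in both *Prmt1* KO samples than in both WT samples on P8, by 1.46-fold to 2.84-fold. An unadjusted p under 0.05 was found for all 26 and an adjusted p under 0.05 for 23, with *Meig1*, *Pcsk4* and *Msh4* left out. The list was chosen by the paper from these data, so the adjustment over the list alone, under which all 26 had an adjusted p under 0.05, shows no stability. A fold change above 2 with p under 0.05 was found for 7 genes, namely *Prdm9*, *Msh5*, *Sycp2*, *Ccnb3*, *Spo11*, *Dmc1* and *Syce3*. *Prdm9*, which encodes the histone methyltransferase that marks recombination sites and lies on chromosome 17 of mm10 from 15543079 to 15564354, had 25.1 ± 1.63 CPM (SD, n = 2) in WT and 8.81 ± 2.65 CPM (SD, n = 2) in *Prmt1* KO testes, a log2 fold change of -1.51 (standard error 0.19, adjusted p = 0.0089 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Spo11*, which encodes the enzyme that makes the meiotic breaks and lies on chromosome 2 from 172977700 to 172993576, had 104 and 131 counts in the WT samples and 30 and 49 in the *Prmt1* KO samples, a log2 fold change of -1.28 with a standard error of 0.30. The adjusted p of *Spo11* was 0.0494, or 0.088 with the replicate block and 0.0012 with the crossed pairs (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each sample left out, its log2 fold change ranged from -1.70 to -0.96. *Dmc1*, on chromosome 15 from 79561497 to 79605109, had a log2 fold change of -1.13 with a standard error of 0.09. *Stra8*, on chromosome 6 from 34920163 to 34939344, fell from 193.6 ± 17.3 CPM (SD, n = 2) to 125.4 ± 19.9 CPM (SD, n = 2), a log2 fold change of -0.63 (standard error 0.12, adjusted p = 0.028 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its adjusted p was 0.074 with the replicate number as a block (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The smaller values were in *Prmt1* KO 2 for 19 of the 26 genes. With the replicate number as a block, where same-numbered samples correlated at -0.315, 15 of the 26 genes had an adjusted p under 0.05, and with the crossed pairs all 26 did. The median log2 difference of the 26 genes was -0.67 within the pair numbered 1 and -0.90 within the pair numbered 2, and -0.81 and -0.77 in the crossed pairs.

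**Figure D3:**
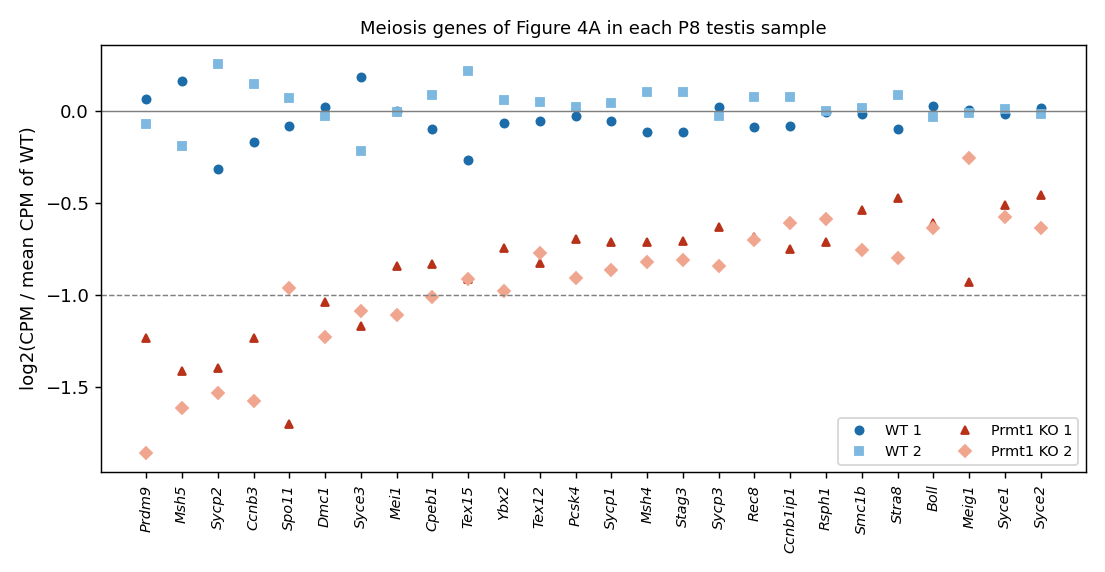
For each of the 26 genes on the horizontal axis, the 4 points give log2 of the CPM of each sample divided by the mean CPM of the 2 WT samples, with a solid line at 0 and a dashed line at -1 (a 2-fold fall). Both Prmt1 KO samples lie below both WT samples for every gene, and 7 genes have a log2 fold change below -1.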

RNA-seq data of *Prmt1* KO testes revealed that the expression levels of major genes involved in the different stages of meiosis were downregulated in the absence of PRMT1 in male germ cells (Figure 4A), suggesting some severe defects at the time of meiosis in the *Prmt1* KO germ cells. To investigate this possibility, we first checked the expression of STRA8, a marker of meiosis initiation [46,47] on P10 and found that there was negligible expression of STRA8 in *Prmt1* KO testis (Figure 4B). We further exlpored the stage at which meiosis gets arrested in the KO testes by examining the expression of germ cell nuclear antigen 1 (GCNA1) in *Prmt1* KO testes on P14 (Figure S2). GCNA1 is known to be expressed in germ cells at all stages of gametogenesis until the diplotene/dictyate stage of meiosis I [48]. The Human Protein Atlas database suggests that there is high expression of GCNA1 at the leptotene stage, which decreases at the zygotene stage, and very low levels of expression can be seen at the pachytene and further stages of meiosis I. Immunohistochemistry results revealed that germ cells in *Prmt1* KO testis were displaying 70% cells in leptotene (dark) and 30% cells in zygotene (moderate) type of GCNA1 staining, whereas germ cells in the control testis exhibited GCNA1 staining of all types of germ cells (high, moderate, low, and very low) as described in the database. These results suggest the probability of the meiotic arrest of germ cells somewhere at the leptotene or zygotene stage of meiosis I in the absence of PRMT1.

To precisely define the stage of meiotic arrest, we further examined the progression of chromosome synapsis by immunostaining of spermatocye spreads on P21 with anti-SYCP3 antibodies. SYCP3-binding and assembly of meiotic chromosomes leads to their organization into compact structures that are compatible for recombination and crossover formation [49]. Among all SYCP3-positive primary spermatocytes, PRMT1-deficient spermatocytes were found to be either in the leptotene (70%) or zygotene-like stage (30 %), while the control spermatocytes displayed all stages of prophase I, such as leptotene, zygotene, pachytene, diplotene, and diakinesis (Figure 4C). Collectively, these results demonstrate that the deficiency of PRMT1 in male germ cells blocks meiosis at the zygotene-like stage of prophase I.

### 2.5. PRMT1-Deficient Germ Cells Accumulate DNA Double-Strand Breaks

The PRMT1-deficient germ cells were not able to cross the zygotene stage of prophase I and a number of genes involved in the repair of DNA DSBs were downregulated in the RNA-seq data (Figure S3A). Therefore, we speculated that this meiotic arrest might be the result of defects in the DNA DSB repair system. 

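A list of 73 genes of DNA DSB repair, written before the data were examined and without knowledge of the genes of Figure S3A, had a median log2 fold change of -0.03 in *Prmt1* KO testes on P8. Of these genes, 44 were lower and 29 higher, with log2 fold changes from -0.43 to 0.32, and 14 had an unadjusted p under 0.05, of which 10 were lower and 4 higher. The list holds repair genes used in all cells and leaves out meiotic ones such as *Dmc1* and *Msh5*. An adjusted p under 0.05 over all genes tested was found for *Atr* and *Usp1*, which are named because they were the genes past this threshold, and for 0 genes when the adjustment was made over the list alone. *Atr* fell from 213.0 ± 11.0 CPM (SD, n = 2) to 157.7 ± 10.8 CPM (SD, n = 2), a log2 fold change of -0.43 (standard error 0.08, adjusted p = 0.026 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.075 with the replicate block, and *Usp1* rose by 0.28 on the log2 scale. The list as a whole had a camera adjusted p of 0.134, or 0.124 with the replicate number as a block and 0.088 with the crossed pairs. With the replicate block, where same-numbered samples correlated at -0.315, 0 of the 73 genes had an adjusted p under 0.05 and 11 an unadjusted p under 0.05, and with the crossed pairs 11 had an adjusted p under 0.05. The median log2 difference of the list was 0.03 within the pair numbered 1 and -0.11 within the pair numbered 2, and -0.07 and -0.04 in the crossed pairs.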

To verify this hypothesis, PRMT1-deficient testis was examined for the presence of DSB repair marker protein, γH2AX [50]. The expression of γH2AX is known to be high at the leptotene stage (positive), which decreases around the zygotene stage (partial positive), and the protein is present only in the sex body at the pachytene stage (only sex-body-positive) [51]. Immunofluorescence assay of testis on P14 using anti-γH2AX antibody revealed that only leptotene-type staining (positive) was detected in approximately 90% of seminiferous tubules of *Prmt1* KO testis, while all different types of staining were observed in the seminiferous tubules of WT testis (Figure S3B). We further checked the exact pattern of γH2AX expression in *Prmt1* KO spermatocytes on P21 and found that the leptotene stage exhibited whole chromatin γH2AX staining in both WT and *Prmt1* KO spermatocytes indicating the formation of DSB. However, as the meiosis progressed to the zygotene/zygotene-like stage, γH2AX could still be detected all over the chromatin as well as in the sex body in the *Prmt1* KO zygotene-like spermatocytes, whereas γH2AX foci had disappeared and were only present in the sex bodies in WT spermatocytes, indicating that DSB repair had taken place (Figure 5A).

In addition, TUNEL assays were performed on the nuclear spread of spermatocytes (P21) to confirm general DNA breaks. We found that spermatocytes of *Prmt1* KO testis exhibited significantly higher number of DNA breaks during their leptotene stages than the WT spermatocytes. As meiosis progressed, DNA breaks in the WT zygotene spermatocytes disappeared while *Prmt1* KO zygotene-like spermatocytes were accumulating further DNA breaks compared to those observed in their leptotene stage (Figure 5B). Accumulation of more DNA breaks in *Prmt1* KO spermatocytes could partially reflect the occurrence of DNA fragmentation during apoptosis due to cell cycle arrest. Collectively, these results were consistent with our hypothesis that there were defects in the DNA DSB repair system during the homologous recombination at leptotene stage in the absence of PRMT1.

### 2.6. Loss of Prmt1 Results in Attenuated Atm-Mediated DSB Repair Pathway

Previous reports signify the importance of ATM signaling for DNA DSB repair during homologous recombination because in the absence of ATM, spermatocytes lack recombination-dependent arrest in response to accumulated unrepaired DSBs and undergo apoptosis [52]. MRE11/RAD50/NBS1 (MRN) complex acts as an important factor in the activation of the ATM pathway [53,54] and the GAR motif of MRE11 is a known substrate of PRMT1. We assumed that the loss of asymmetric dimethylation of MRE11 might have some adverse effect on ATM signaling in the germ cell-specific *Prmt1* KO testes. To test this hypothesis, we first examined the expression levels of MRE11 in *Prmt1* KO testes via PCR and Western blotting analysis. Although normal expression of MRE11 was observed in the absence of PRMT1 (Figure 6A,B), there was a complete loss of ADMA methylation of MRE11 in the *Prmt1* KO testes. These results confirmed the previous finding that MRE11 is arginine-methylated by PRMT1.

In addition, we examined the level of autophosphorylated ATM in *Prmt1* KO testes by performing immunostaining using anti-pATM (ser1981) antibodies. Surprisingly autophosphorylated ATM was completely undetectable in the PRMT1-deficient germ cells (Figure 6C), which was further confirmed by spermatocyte immunostaining (Figure S4A). Further, complete loss of ATM kinase, which is known to be stabilized by autophosphorylation [55], was observed in the PRMT1-deficient germ cells in contrast to their WT controls (Figure 6D and Figure S4B). Therefore, we further examined the downstream of ATM kinase pathway by investigating the expression of p53, a major protein involved in the ATM-mediated DSB repair pathway [56,57], in the testes of P8, P10, and P14 *Prmt1* KO and WT mice. Western blotting analysis of whole testis lysates showed the reduced expression levels of p53 in *Prmt1* KO testes when compared with their control littermates (Figure S4C). We also checked the expression levels of other downstream genes in the ATM-mediated DSB repair pathway, such as *Rad21*, *Rad51*, and *Husb1*. RT-PCR performed with total RNA from P14 testis showed the significantly reduced expression of these genes, especially *Rad21*, in *Prmt1* KO mice when compared to WT mice (Figure S4D).

Our findings suggested that PRMT1 deficiency in germ cells attenuates the ATM-mediated DSB repair pathway during the process of meiosis I. Since ATM kinase is reported to restrain SPO11 activity via a negative feedback loop to suppress further DSB formation [58], there is a possiblity that PRMT1-deficient zygotene-like spermatocytes might be defective in the feedback regulation by ATM kinase, resulting in higher number of DNA DSBs. Thus we analyzed the levels of SPO11 in the PRMT1-deficient spermatocytes and found that SPO11 patches were substantially more prevalent in the leptotene and zygotene-like spermatocytes than their WT counterparts (Figure 6E). All together, these results suggest that the loss of ADMA in MRE11 in the absence of PRMT1 exacerbates the defects in the ATM-mediated DNA DSB repair pathway and SPO11-mediated DSB regulation process during homologus recombination in meiosis I.

## 3. Discussion

In this study, we investigated the role of PRMT1 in the process of spermatogenesis by generating germ cell-specific *Prmt1* KO mice using *Ngn3-Cre*, which is known to be expressed in the spermatogonia on P7. *Prmt1* KO mice showed infertility with approximately 70% reduction in the testis size of adult mice. Transcriptomic analysis revealed that the germ cell-specific deletion of PRMT1 resulted in the downregulation of several meiosis-related genes, suggesting that PRMT1 might play an important role in the regulation of meiosis during spermatogenesis. The disruption of PRMT 1 blocked meiosis at the zygotene stage. Significantly elevated numbers of DSBs were seen in the PRMT1-deficient leptotene and zygotene-like spermatocytes, which suggests that the DNA DSBs during meiosis are not accurately repaired in the PRMT1-deficient germ cells.

Previous reports suggested that PRMT1 might regulate the DNA damage responses via arginine methylation of MRE11 in somatic cells [28]; however, the underlying mechanism of this process still needs to be elucidated. During meiosis, dynamic processes of homologous recombination take place, which involve self-inflicted DNA DSBs as well as their repair after the completion of gene exchange. The process of DNA DSB repair is vital in meiosis because, in the absence of proper DSB repair, cells cannot complete meiosis and subsequently undergo apoptosis [59,60]. In response to DNA DSBs, ATM is rapidly localized to sites of DNA damage with the help of the MRN complex and its kinase activity is activated. The activation of ATM results in autophosphorylation as well as the phosphorylation of a number of downstream substrates, e.g., checkpoint kinase 2 (*Chk2*), p53, and breast cancer 1 (*Brca1*), to initiate checkpoint signaling and promote DSB repair [61,62]. The loss of arginine methylation in MRE11 severely disrupts the endonuclease activity of MRE11 but does not influence its ability to form the MRN complex [28]. The PRMT1-deficient germ cells also lose the capacity to perform ADMA methylation and the endonuclease activity of MRE11. Previously, it was reported that when PRMT1^−/−^ ES cells were exposed to low doses of etoposide (DNA damage inducer), their ability to repair damaged DNA and progress through the cell cycle was slowed down [28]. In a similar manner, meiosis in the PRMT1-deficient germ cells gets stalled around the leptotene and zygotene stages and the cells undergo massive apoptosis as suggested by the TUNEL assay.

Disruption of SPO11 expression results in both male and female infertility in mice [63,64]. The spermatocytes deficient in SPO11 cannot generate DSBs, their homologous chromosomes fail to recombine and synapse, resulting in massive apoptosis in mid-prophase1 [65]. The ATM-deficient mice are also completely infertile as the spermatocytes begin to degenerate soon after their entry into prophase 1 of meiosis, while the oocytes degenerate at a later stage in embryogenesis, prior to dictyate arrest [66]. The number of meiotic DSBs is controlled by ATM and the spermatocytes lacking ATM accumulate at least tenfold more SPO11-oligonucleotide complexes compared to the controls. It is also reported that ATM restrains SPO11 activity via a negative feedback loop, in which the kinase activation by DSBs suppresses further formation of DSBs [58]. In our study, we observed all these phenomena collectively in male germ cells of *Prmt1* KO mice: loss of methylation of MRE11, accumulation of DSBs as evident by high levels of SPO11, and highly reduced level of phosphorylated ATM as well as ATM kinase. These phenomena have separately been reported to accumulate DSBs and halt meiotic recombination along with the degeneration of germ cells by apoptosis. The female KO mice in the current study were normal and fertile. There is a possibility that *Ngn3* is not expressed in female germ cells and thus *Prmt1* is not knocked out or that the function of *Prmt1* is compensated by other members of the PRMT family. Further studies are needed to uncover the detailed mechanism through which PRMT1 regulates the ATM-mediated DSB repair pathway. As per reports, ATM kinase is activated and regulated by the MRN complex [67] and the loss of methylation of MRE11 does not affect its complex formation. However, further studies are needed to understand how the expression of ATM protein and availability of pATM is highly reduced in the PRMT1-deficient germ cells, which will help to unravel the mechanism behind the infertility caused by meiotic arrest and apoptosis in the germ cell-specific PRMT1-deficient mice.

In summary, the results of our study show that PRMT1 plays an important role in the process of spermatogenesis by regulating the methylation of MRE11. The mice with PRMT1-deficient germ cells were infertile with regressive testicular growth. In the absence of PRMT1, an elevated number of meiotic DSBs were accumulated in the germ cells; DNA damage response mechanisms, such as H2AFX phosphorylation and expression of *Rad21* and *Rad51*, were not apparent; and the ATM-mediated DNA damage response was abnormal, resulting in cell cycle arrest at the zygotene-like stage of meiosis I.

## 4. Materials and Methods

### 4.1. Mice

The mice used in this study were the C57 black 6 (C57BL6) strains, which were maintained in a 12-h light/dark cycle and given food and water ad libitum. *Prmt1^f/f^ Ngn3-Cre* mice were generated by mating *Prmt1^f^*^/+^ *Ngn3-Cre* male mice with *Pmrt1^f/f^* female mice. For sample collection, the animals were sacrificed by cervical dislocation. All animal procedures were approved by the Institutional Animal Care and Use Committee (AICUC) of Chonnam National University.

### 4.2. Genotyping of Mice

*Prmt1* KO mice were genotyped using their finger and tail tissues. To prepare the genomic DNA, finger and tail pieces were suspended in 40 μL of digestion buffer [1× modified Gitschier buffer; 67 mM Tris (pH 8.8), 16.6 mM ammonium sulphate ((NH_4_)_2_SO_4_), 6.7 mM magnesium chloride (MgCl_2_), 1% β-mercaptoethanol, and 0.5% Triton X-100] and boiled for 5 min. Samples were allowed to cool down and proteinase K (Roche, Mannheim, Germany) was added to a final concentration of 1 mg/mL. Then the samples were incubated at 55 °C for 1 h. Finally, the samples were boiled for 5 min to denature proteinase K. Thereafter, the samples were cooled down and 1 μL of total genomic DNA was used for PCR. Primers (Table S2) were used to detect the PRMT1 deletion by Ngn3-Cre.

### 4.3. Histological Analysis

For histological analysis: testes from WT and *Prmt1* KO male mice were fixed in Bouin’s solution (Sigma-Aldrich, St Louis, MO, USA) overnight at 4 °C. The testes were dehydrated stepwise through an ethanol series (70%, 80%, 90%, and 100% ethanol) and treated for paraffin embedding. Then, 5-μm sections were cut with a microtome (Leica 820; Leica Biosystems, Nussloch, Germany) and mounted on a glass slide. After dewaxing with Histochoice^®^ clearing agent (VWR life sciences, Solon, OH, USA) and a series of hydration steps (100%, 90%, 80%, and 70% ethanol and PBS), the sections were stained with Mayer’s Hematoxylin (Thermo Fisher Scientific, Hudson, NH, USA) using the standard protocol and imaged with an optical microscope (Carl Ziess exioscope 2, Oberkochen, Germany).

### 4.4. Immunohistochemistry and Immunofluorescence Analysis

For immunohistochemistry, the testes were fixed in Bouin’s solution (Sigma-Aldrich, St Louis, MO, USA) overnight at 4 °C and embedded in paraffin. The slides were processed for immunohistochemistry using the VECTASTAIN ABC HRP Kit (Vector laboratories, Burlingame, CA, USA) according to the manufacturer’s instructions. After antigen retrieval processing, the sections were blocked in the CAS-block solution (Invitrogen, Camarillo, CA, USA) for 2 h and incubated with primary antibodies overnight at 4 °C in a moist chamber. The next day, the samples were incubated with secondary antibodies and then counterstained with Mayer’s Hematoxylin (Thermo Fisher Scientific, Hudson, NH, USA).

For immunofluorescence analysis, 10% formalin solution-fixed and paraffin-embedded mouse testes were cut into 5-μm-thick sections and mounted on glass slides. After rehydration and antigen retrieval (0.01 M citrate buffer, pH 6.0) for 2 min using a microwave oven, the sections were incubated with CAS-block solution for 5 h. After blocking, the sections were probed with primary antibodies overnight at 4 °C in a moist chamber. The next day, the slides were washed with 0.01% Triton X-100 in PBS (PBS-T). The sections were incubated for 3 h with the secondary antibodies at room temperature. The nucleus was counter-stained using 7′-amino actinomycin D (AAD) (Abcam, Cambridge, MA, USA) or DAPI (Sigma, St Louis, MO, USA). The sections were mounted by Invitrogen ProLong Gold Antifade reagent (Life technologies, Eugene, OR, USA). The images were visualized by confocal microscopy (Leica TCS SPE; Leica microsystems, Wetzlar, Germany) and analyzed using the Leica Application Suite (LAS) AF lite 3.2.0. All the antibodies used have been listed in Table S3.

### 4.5. TUNEL Analysis

The TUNEL assay was performed using the TUNEL Assay Kit–In situ BrdU-Red DNA Fragmentation (ab66110; Abcam, Cambridge, MA, USA) according to the manufacturer’s instructions. DNA was counterstained with DAPI (Sigma, St Louis, MO, USA) for 10 min 25 °C and washed in PBS. The sections were mounted using the Invitrogen ProLong Gold Antifade reagent with DAPI (Life technologies, Eugene, OR, USA). The images were visualized by confocal microscopy (Leica TCS SPE; Leica microsystems, Wetzlar, Germany) and analyzed using the Leica LAS AF lite 3.2.0 Software.

### 4.6. Spermatocyte Preparation and Immunofluorescence Analysis

The meiotic chromosome spreads were prepared as described in a previous study [68], using a solution mixture of 1% paraformaldehyde (PFA) and 0.15% Triton X-100, with pH adjusted to 9.2 with 1 N HCl or 1 N NaOH, as the fixative. The slides were incubated with primary antibodies at 4 °C for 2 h and with secondary antibodies at room temperature for 1 h. The chromosome spreads were mounted in VECTASHIELD Antifade Mounting Medium with DAP (Vector Laboratories, Burlingame, CA, USA).

### 4.7. TUNEL Analysis of Chromosome Spreads

The TUNEL assay was performed using the TUNEL Assay Kit-BrdU-Red (ab66110; Abcam, Cambridge, MA, USA) according to the manufacturer’s instructions but with some modifications according to experimental conditions. Briefly, after treating with primary anti-Sycp3 antibody for 3 h at 4 °C, the spermatocytes were labeled with rTdT reaction mix for 1 h at 37 °C. After washing in PBS, the sections were incubated with anti-BrdU antibody for 30 min at room temperature and washed in PBS. After washing, the slides were incubated with Alexa Fluor 488 Goat Anti-Rabbit Antibody (A11034; ThermoFisher Scientific, Rockford, IL, USA) for 30 min at room temperature. Then, the slides were mounted with VECTASHIELD Antifade Mounting Medium with DAP (Vector Laboratories, Burlingame, CA, USA). The images were visualized by confocal microscopy (Leica TCS SPE, Leica Microsystems, Wetzlar, Germany) and analyzed using the Leica LAS AF Software lite 3.2.0.

### 4.8. RNA Extraction, RT-PCR, and Quantitative Reverse Transcription Polymerase Chain Reaction (qRT-PCR)

Total RNA was extracted with TRI reagent (Molecular research center, Cincinnati, OH, USA) from whole WT and *Prmt1* KO testes. Then, 2 μg of total RNA was reverse-transcribed into cDNA using the Moloney Murine Leukemia Virus (M-MLV) Reverse Transcriptase Kit (Promega Corporation, Fitchburg, WI, USA) and RT-PCR was performed. Further, qPCR was performed using the StepOnePlus Real-Time PCR System (Applied Biosystems, Carlsbad, CA, USA) and TOPreal^TM^ qPCR SYBR PreMix (Enzynomics, Daejeon, Republic of Korea) according to the manufacturer’s instructions. Relative gene expression was examined using the 2^−ΔΔ*CT*^method with GAPDH as an internal control. At least three independent experiments were performed.

### 4.9. RNA Sequencing

RNA was extracted from testes from P8 mice (WT and *Prmt1* KO) using the TRIzol reagent (#15596018, Life Technologies, Carlsbad, CA, USA) and the quality of the extracted total RNA samples was checked with RNA 6000 Nano Kit (#5067-1511, Agilent, Santa Clara, CA, USA) on an Agilent 2100 bioanalyzer, confirming RIN values were above 7. The RNA-seq library was prepared using a TruSeq RNA Sample Prep Kit (Illumina, SanDiego, CA, USA), and sequencing was performed using Illumina HiSeq 3000 platform to generate 100-bp paired-end reads. Genes having *p* < 0.5 were used for the differentially expressed gene analysis.

### 4.10. RNA-Seq Data Analysis

FastQC (FastQC v0.11.3) [69] was used to filter the low-quality sequencing reads. Then, the reads were mapped to mouse genome build mm10 using TopHat (TopHat v2.0.11) [70] with the default parameters. DESeq (DESeq v3.1) [71] was used to select the differentially expressed genes (DEGs) (fold-change > 2 and *p*-value < 0.05). Hierarchical clustering was performed to characterize the overall expression patterns of the DEGs using R statistical language (R version 3.3.1) [72] with the Euclidean distance and complete linkage method. The interaction relationship of genes was constructed using GeneMANIA [73]. All the sequence data were deposited to the Gene Expression Omnibus and accessible through GEO accession number GSE176443.

### 4.11. Quantification and Statistical Analysis

Statistical parameters (e.g., the *n* value), statistical analysis results, statistical significance, and scale bar are all reported in the figure description. To identify significant differences, the data were analyzed using GraphPad Prism v.5.0 (GraphPad software, San Diego, CA, USA). Statistical significance was calculated by Student’s *t*-test. A value of *p* < 0.05 was considered significant for all statistical analyses.

## Figures and Tables

**Figure 1:**
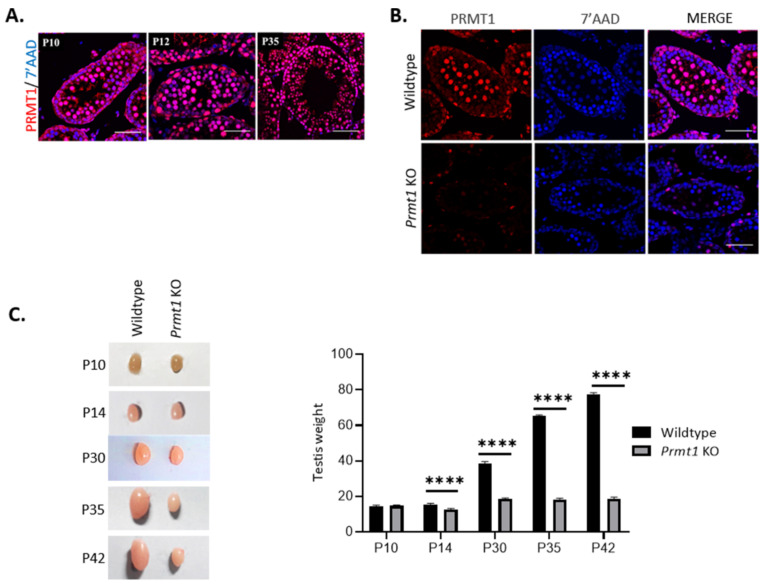

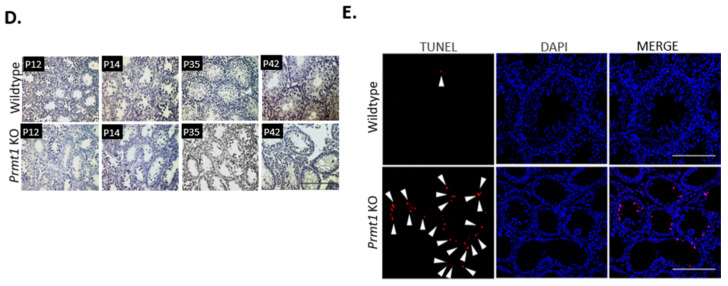
Deletion of the protein arginine methyltransferase 1 (*Prmt1*) in mouse testes results in massive germ cell loss. (**A**) Detection of PRMT1 (pink) expression in wildtype testes on postnatal day 10 (P10), P12, and P35 by immunofluorescence. DNA was stained with 7′-amino actinomycin D (AAD) (blue). Scale bar, 50 μm. (**B**) Confirmation of neurogenin 3 (Ngn3)-Cre-mediated germ cell-specific PRMT1 deletion at P10. PRMT1 (red) colocalized with 7′-AAD (blue). Scale bar, 50 μm. (**C**) Morphological analysis of P10, P14, P30, P35, and P42 testes of the wildtype and *Prmt1* KO mice. Differences in size start on P14, with approximately 70% reduction in the weight of the *Prmt1* KO mouse testis compared with the weight of the control mouse testis. **** *p* < 0.0001. (**D**) Hematoxylin staining of wildtype and *Prmt1* KO testes on P12, P14, and P35. Differences in types and number of germ cells start on P12, and become significantly prominent with an increase in the age of the mice. Most of the seminiferous tubules were atrophic in adult (P35 and P42) *Prmt1* KO testes. Scale bar, 50 µm. (**E**) Immunofluorescence results of the TUNEL (red) analysis of the wildtype and PRMT1 knockout testes on P35. The DNA was stained with DAPI (blue). White arrows indicate apoptotic cells. Scale bar, 50 μm.

**Figure 2:**
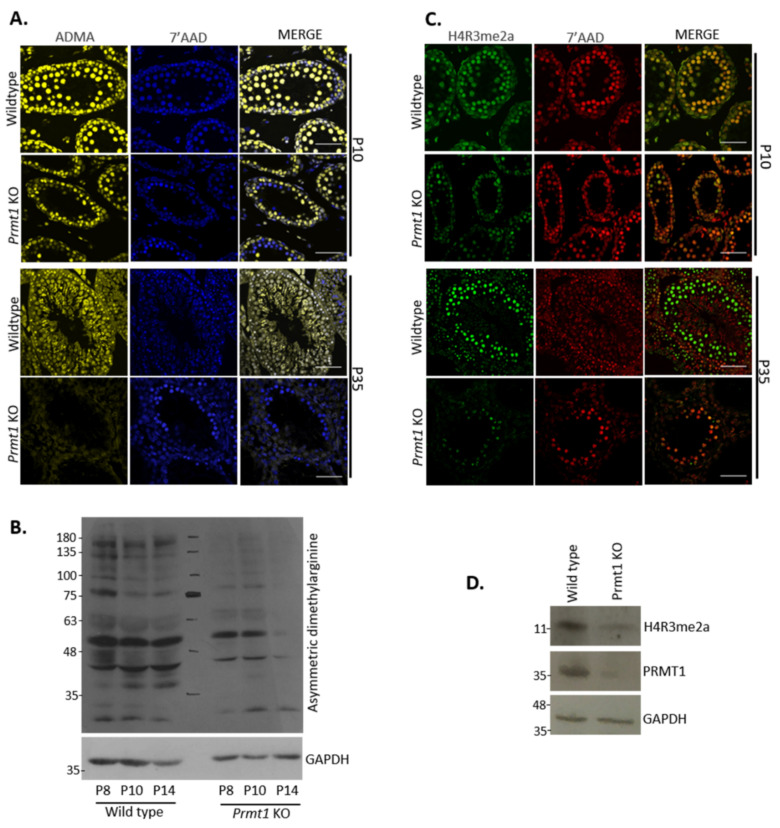
PRMT1 deficiency leads to the reduction of global asymmetric dimethylation as well as asymmetrical dimethylation on arginine-3 of histone H4 (H4R3me2a) in male germ cells. (**A**) Detection of asymmetric dimethylarginine (ADMA) (yellow) mark in wildtype and *Prmt1* KO testes on P10 and P35 by immunofluorescence. DNA was stained with 7′-AAD (blue). Scale bar, 50 μm. (**B**) Western blot analysis to check total ADMA in total protein from wildtype and *Prmt1* KO testes on P8, P10, and P14. GAPDH was used as an endogenous control. (**C**) Detection of H4R3me2a (green) expression in wildtype and *Prmt1* KO testes on P10 and P35 by immunofluorescence. DNA was stained with 7′-AAD (red). Scale bar, 50 μm. (**D**) Western blotting analysis to check H4R3me2a of total protein from wildtype and *Prmt1* KO testes at P20. GAPDH was used as an endogenous control.

**Figure 3:**
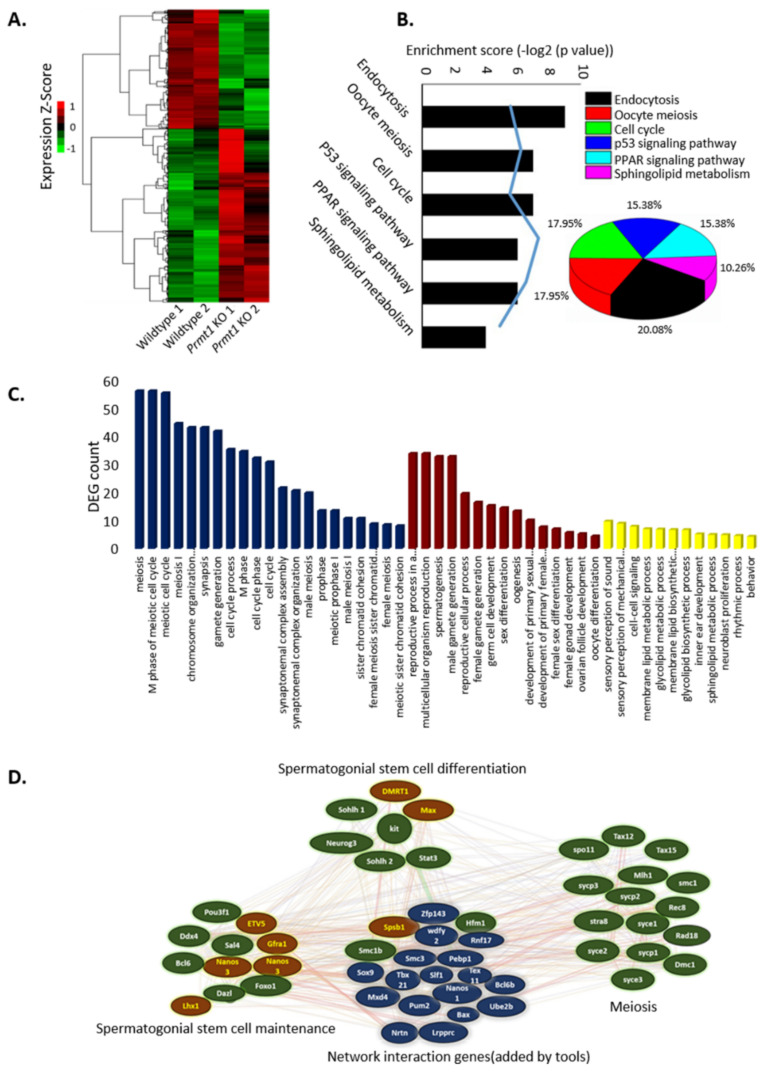
PRMT1 deletion alters the expression pattern of genes involved in mouse spermatogenesis. (**A**) Heatmap showing the differentially expressed genes between the wildtype and *Prmt1* KO testes on P8 and their functional enrichment. Two-fold expression difference and *p* = 0.05 as the cut-off. (**B**) Top-enriched Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways of the downregulated differentially expressed genes (DEGs). Bar represents -log2 P value and blue line represents the DEG count. (**C**) Gene ontology enrichment analysis of biological processes for the downregulated genes between the wildtype and *Prmt1* KO testes. Meiosis-related genes are represented in blue, developmental process genes are in red and miscellaneous in yellow. (**D**) The interaction network of genes involved in spermatogenesis. Upregulated (red), downregulated (green), and unchanged genes (blue).

**Figure 4:**
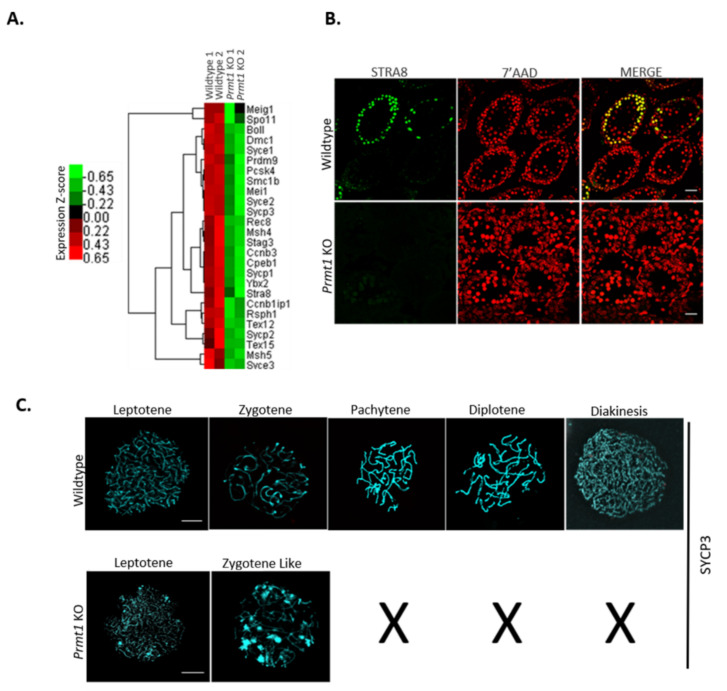
PRMT1 deficiency leads to aberrant meiosis in germ cells of male mice. (**A**) Heatmap showing the differentially expressed meiosis-specific genes between wildtype and *Prmt1* KO testes on P8. Twofold expression difference and *p* = 0.05 as the cut-off. (**B**) Immunofluorescence staining of stimulated by retinoic acid gene 8 (STRA8) in wildtype and *Prmt1* KO testes on P12. Scale bar, 50 μm. (**C**) Immunofluorescence staining to detect the synaptonemal complex protein-3 (SYCP3) on the nuclear surface spreads of spermatocytes from the wildtype and *Prmt1* KO testes on P21. Scale bar, 500 μm.

**Figure 5:**
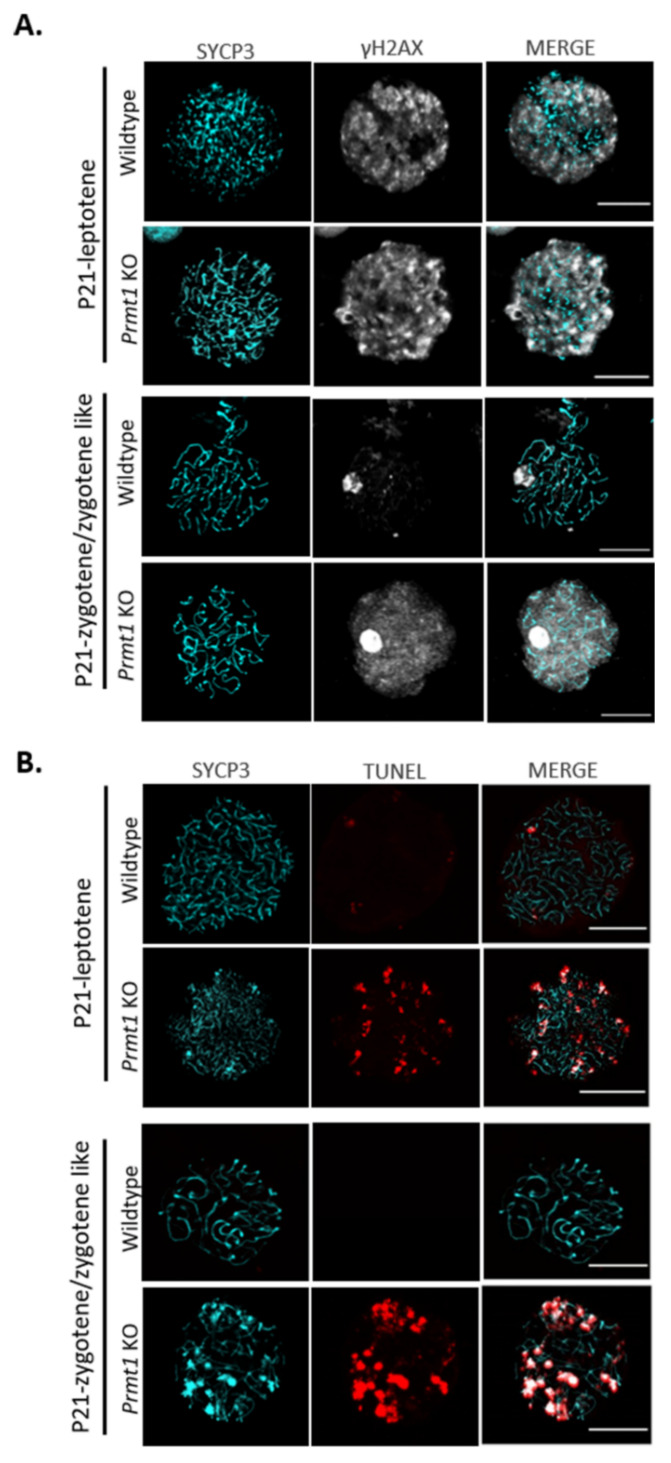
PRMT1-deficient germ cells accumulate DNA double-strand breaks. (**A**) Immunofluorescence staining for the detection of γH2AX and SYCP3 on nuclear surface spreads of leptotene, zygotene, or zygotene-like spermatocytes from wildtype and *Prmt1* KO testes on P21. Scale bar, 200 μm. (**B**) TUNEL staining of the nuclear surface spreads of leptotene, zygotene, or zygotene-like spermatocytes from wildtype and *Prmt1* KO testes on P21. Scale bar, 200 μm. Each experiment was repeated at least three times independently.

**Figure 6:**
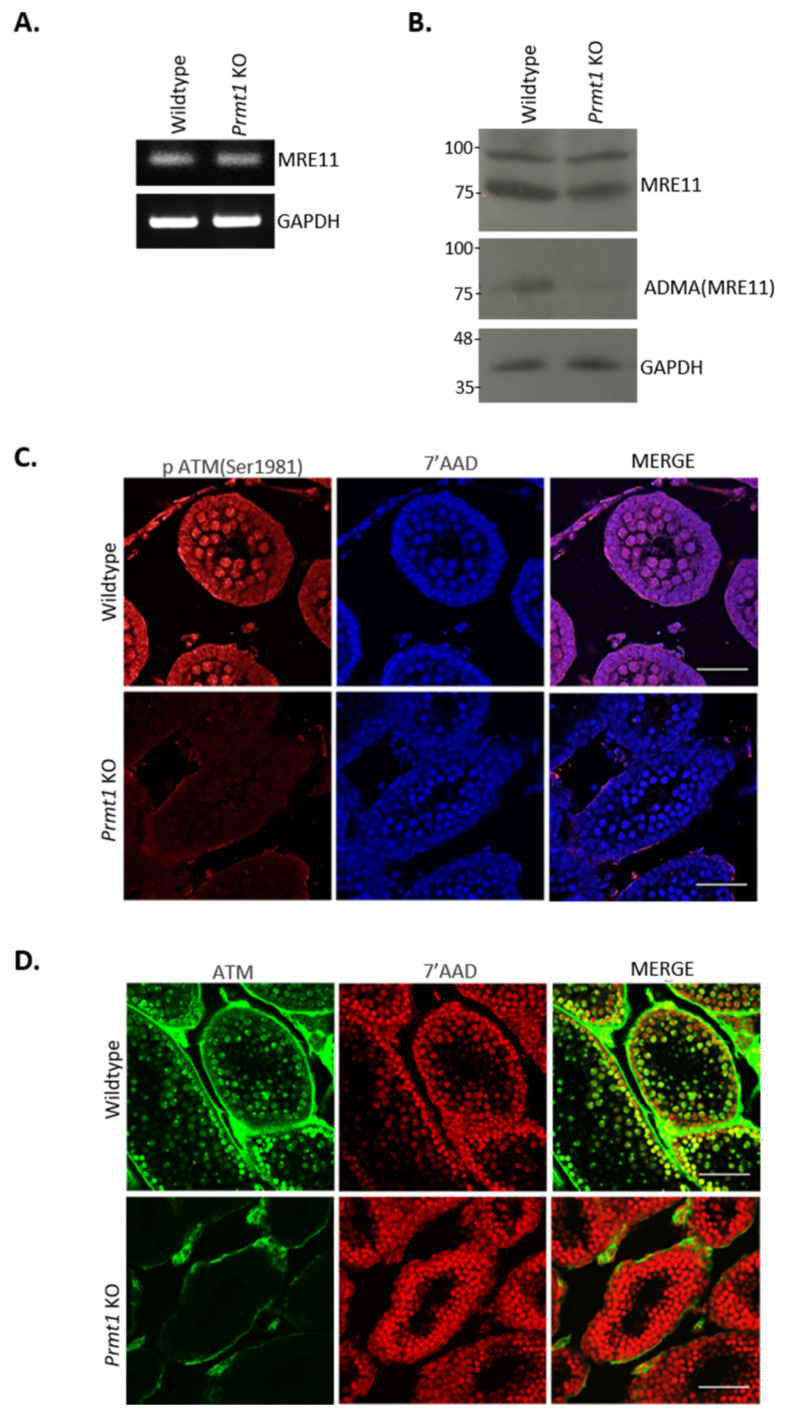

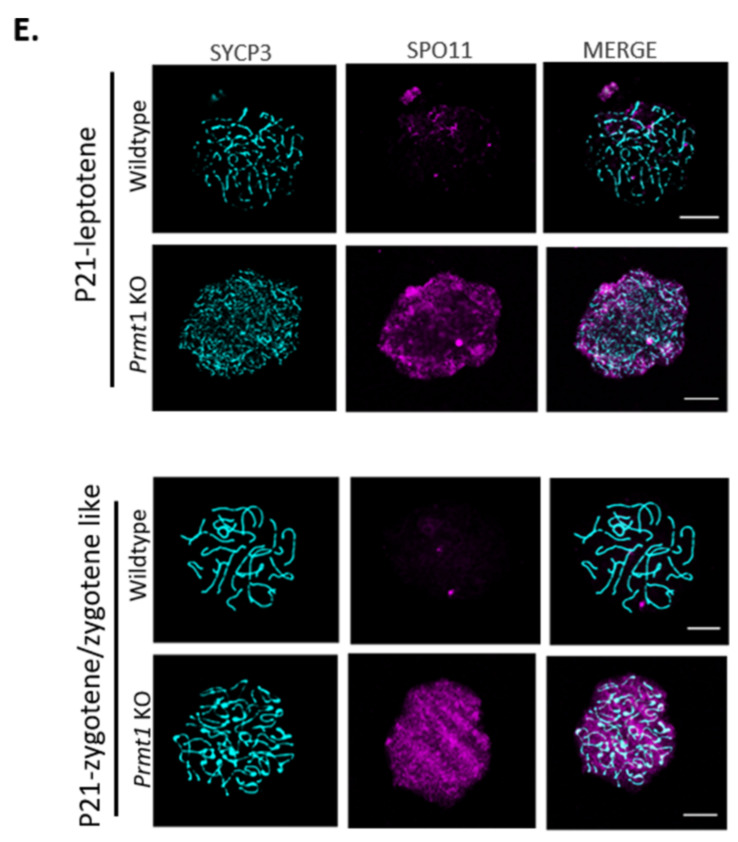
Loss of PRMT1 results in the attenuation in ATM-mediated DSB repair pathway. (**A**) Expression of MRE11 was examined by RT-PCR using cDNA prepared from the total RNA of whole testes on P14. GAPDH was used as an endogenous control. (**B**) Protein expression of MRE11 and ADMA(MRE11) was analyzed by western blotting using whole testis lysates of P14 mice. GAPDH was used as an endogenous control. (**C**) Immunofluorescence staining of pATM (ser1981) (red) in wildtype and *Prmt1* KO testes on P10, co-stained with 7′-AAD (blue). Scale bar, 50 μm. (**D**) Immunofluorescence staining of ATM (green) in wildtype and *Prmt1* KO testes on P21, co- stained with 7′-AAD (red). Scale bar, 50 μm. (**E**) Immunofluorescence staining for the detection of SPO11 and SYCP3 on the nuclear surface spreads of the leptotene, zygotene, and zygotene-like spermatocytes from the wildtype and *Prmt1* KO testes on P21. Scale bar, 200 μm. Each experiment was repeated at least three times independently.

## Data Availability

The sequence data were deposited to the Gene Expression Omnibus and accessible through GEO accession number GSE176443.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ijms22157951/s1.

## Abbreviations

7AAD: 7′-amino actinomycin D; ADMA: asymmetric dimethylarginine; ATM: ataxia telangiectasia-mutated; CARM1: coactivator-associated arginine methyltransferase 1; DEGs: differentially expressed genes; DSB: double strand breaks; GCNA1: germ cell nuclear antigen 1; GAR: glycine-arginine rich; KEGG: Kyoto Encyclopedia of Genes and Genomes; MEFs: mouse embryonic fibroblasts; MMA: monomethyl arginine; MRE11: meiotic recombination 11; Ngn3: neurogenin; NBS1: nibrin 1; PRMT1: protein arginine methyltransferase 1; qRT-PCR: quantitative reverse transcription polymerase chain reaction SSCs: spermatogonial stem cells; STRA8: stimulated by retinoic acid gene 8; SYCP3: synaptonemal complex protein 3.

How the deposited data were processed for this re-analysis (not part of the article)

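Testis RNA of 2 WT and 2 *Prmt1* KO samples on P8 was measured by RNA-seq. The authors checked the reads with FastQC, aligned them to the mouse genome mm10 with TopHat and deposited raw counts per gene symbol for each sample, without normalization or filtering. The paper's text names DESeq for the differential expression and gives 2 thresholds, a fold change above 2 with p under 0.05 in the methods and the figure legends and p under 0.5 in another part of the methods. The first was used here, and the second was tried as an alternative. In the deposited counts, 27 gene symbols appear as dates, and these genes were tested under the names as written but are not named. The headers of the deposited files number the *Prmt1* KO samples differently from the sample labels, and condition and replicate were taken from the labels.

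From the counts, log2 fold changes, standard errors and p-values were computed in R 4.3.3 with edgeR 4.0.16 (filterByExpr with a minimum count of 10 and a minimum total of 15, TMM normalization, estimateDisp, glmQLFit and glmQLFTest) with the Benjamini-Hochberg adjustment over the 15861 genes tested. The standard error of a log2 fold change is its size divided by the square root of the F statistic. Log2 CPM values used a prior count of 2. The deposited counts of all 4 samples entered each fit, and no sample was left out of the main comparison. Lists of genes were tested by camera of limma 3.58.1 on voom values with an inter-gene correlation of 0.01, for lists with at least 3 genes tested. Reactome sets of 10 to 500 tested genes came from the fgsea 1.28.0 package and were tested by a one-sided Fisher's exact test against the 5179 tested genes that have a set. Gene coordinates are those of the Gencode annotation of GRCm38, which is mm10, and symbols were paired with Entrez identifiers by the RefSeq gene table of GRCm38.p6. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

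The steps were tested on simulated data drawn from the means and totals of the real samples with 200 genes changed. The quasi-likelihood test recovered 159 of the 195 changed genes that passed the filter (81.5%) at an adjusted p under 0.05, with 2 false calls among 15713 genes. Simulated genes varied independently, with the spread that edgeR shares between genes of like expression, and each changed gene moved 2-fold or more. Carried-over tissue and deviations shared between samples were not simulated, so these rates do not measure how reliable the calls in the real samples are.

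The total counts ranged from 28679664 to 36039709, and the median count of a tested gene was 864 in WT 1, 965 in WT 2, 771 in *Prmt1* KO 1 and 737 in *Prmt1* KO 2. The square root of the common dispersion, which is the coefficient of variation between samples of a group, was 0.108. A group with 3 counts or fewer in both samples was treated as at the floor, and a fold against 3 counts is given, which is not a confidence limit.

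The genes named are those the paper names, the PRMT family, Y-linked genes and *Xist*, and the 5 largest rises and falls among genes with an adjusted p under 0.05, at least 10 counts on average and both *Prmt1* KO samples on the same side of both WT samples. This rule, the lists of genes and the alternatives were set before the data were examined, apart from those said to be chosen later, and genes named outside the rule were chosen after their values were seen. The alternatives were DESeq2's size factors and library size only in place of TMM, no filter on low counts and at least 10 counts in every sample in place of filterByExpr, the replicate number as a block, the Wald test of DESeq2 1.42.0 and edgeR's exact test in place of the quasi-likelihood test, p under 0.5, an adjusted p with the fold change, each sample left out in turn, and camera with an estimated correlation. The pairing of the block comes from the replicate numbers of the sample labels, which both groups share, while the numbers in the headers of the deposited files are not shared. Because same-numbered samples deviated in opposite directions (correlation -0.315), the crossed pairs were added as a block after seeing the data. Sequencing batches are not stated in the labels or the paper's text. GO and KEGG terms were not used here. The results of some genes and of a test are not reported here.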

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

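The comparisons of the peritubular, endothelial and growth genes with Sertoli cell genes, with *Prmt1* KO 2 and with both together were tests chosen only after the result was seen, and the lists of growth, epithelial and epididymis genes were written after the changed genes were seen and before their own values were.

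Genes outside those the paper discusses were above the WT level in *Prmt1* KO testes. Epididymis genes drew attention because *Prmt1* KO 1 held more of them than the WT samples. Of 24 epididymis genes listed apart from those seen to differ, 10 had over 3 counts in *Prmt1* KO 1, against 6 in each of WT 1, WT 2 and *Prmt1* KO 2. *Crisp1*, one of the genes seen to differ, had 39 counts in WT 1, 861 in WT 2, 4684 in *Prmt1* KO 1 and 3 in *Prmt1* KO 2, and *Cldn8* had 2, 45, 762 and 0. A list of 16 epithelial genes of the rete testis and ducts was higher in *Prmt1* KO 1 than in *Prmt1* KO 2 by a median of 2.68 on the log2 scale. A candidate explanation is epididymis or duct tissue carried over in dissection, most in *Prmt1* KO 1 and some in WT 2, which are crossed pairs. For how many of the upregulated genes it accounts was not tested. The counts cannot tell epididymis from other ducts, and no biological explanation was tested for it.

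Peritubular myoid cell genes, which the paper does not discuss, were higher in *Prmt1* KO testes in 8 of 8 genes. In 5 of them both *Prmt1* KO samples were above the WT mean. The genes had a median log2 fold change of 0.50 (camera adjusted p = 0.012 with Benjamini-Hochberg adjustment, from 4.6e-05 to 0.605 over the alternatives). In *Prmt1* KO 2 their median was 0.023 above the WT mean, which may point to tissue carried over with *Prmt1* KO 1. Over both *Prmt1* KO samples they rose further than Sertoli cell genes by 0.46, which a smaller share of germ cells alone would not give, while in *Prmt1* KO 2 they lay below Sertoli cell genes, at a difference of -0.177.

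Endothelial genes, likewise not discussed, had a median log2 fold change of 0.30 (camera adjusted p = 0.00046, from 0.00015 to 0.540 over the alternatives). In 11 of 11 genes both *Prmt1* KO samples were above the WT mean. In *Prmt1* KO 2 alone the median was 0.18, and the list rose further than Sertoli cell genes by 0.253, close to the limit of 0.25 set for this comparison. In *Prmt1* KO 2 alone the list rose no further than Sertoli cell genes, at a difference of -0.019, so tissue carried over with *Prmt1* KO 1 together with a smaller share of germ cells could account for the rise. GC content, gene length and depth were not tested for this list.

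Growth genes that decline with age in many organs had a median log2 fold change of 0.42 and 17 of 20 genes higher (camera adjusted p = 7.4e-06, from 1.9e-08 to 0.445 over the alternatives). In 15 genes both *Prmt1* KO samples were above the WT mean. *Igf2*, *H19* and *Mest* had log2 fold changes of 0.66, 0.82 and 0.89. The median was 0.384 after the trend with GC content and transcript length was removed and 0.413 with all libraries thinned to the smallest total, where thinning can hardly move values that are already scaled by depth. In *Prmt1* KO 2 alone it was 0.32, and the list rose further than Sertoli cell genes by 0.375 over both *Prmt1* KO samples. In *Prmt1* KO 2 alone this difference was 0.117, within the limit of 0.25, so tissue carried over with *Prmt1* KO 1 together with a smaller share of germ cells remains open. Another hypothesis is that the *Prmt1* KO testes were at an earlier stage of growth than the WT testes on P8. Growth stage and cell composition cannot be told apart here.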

How the results depend on the processing

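With camera's correlation estimated for each list, none of the gene lists had an adjusted p under 0.05. The meiosis genes not named by the paper (median log2 fold change -0.61), the differentiating spermatogonia genes (-0.46) and the genes of all germ cells (-0.25) went from an adjusted p under 0.05 to 0.469, 0.469 and 0.540. In the same order, the estimated correlations were 0.087, 0.097 and 0.377 in place of 0.01. The unadjusted camera p-values were then 0.045, 0.068 and 0.178, before adjustment over 21 lists. The medians do not depend on this choice. In the fits with other normalizations, filters and blocks the adjusted p of the meiosis genes stayed between 1.5e-17 and 7.4e-12, and the median between -0.65 and -0.61. That of the differentiating spermatogonia genes stayed between 6.8e-08 and 6.8e-06 and that of the genes of all germ cells between 1.2e-07 and 9.9e-07. These fits include the crossed block.

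Several counts of genes moved by more than 1.5 times, and the cause was not tested. With at least 10 counts in every sample, 134 genes were downregulated at fold change 2 and p under 0.05, of which 133 were among the 209. DESeq2's Wald test gave 297 genes at this threshold (131 lower and 166 higher), and 131 of the lower and 157 of the higher were called by the quasi-likelihood test too. Requiring an adjusted p with the fold change gave 188 genes (109 lower and 79 higher). The counts at an adjusted p under 0.05 were 308 (161 lower and 147 higher) with the replicate block and 3264 (1383 lower and 1881 higher) with the crossed block, which was chosen after seeing the data. The exact test gave 1703 genes at an adjusted p under 0.05, of which 1017 were higher. The replicate block also left *Prmt1*, at a log2 fold change of -0.35, with an adjusted p of 0.085 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the other fits its adjusted p ranged from 0.0012 to 0.048.

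Scaling by library size only changed the share of higher genes at an adjusted p under 0.05 from 58.2% to 42.0% (475 higher and 657 lower), and moved the median log2 fold change of all genes to -0.042. The share of upregulated genes at fold change 2 and p under 0.05 was 54.9%, and 50.0% with this scaling.

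The median of undifferentiated spermatogonia genes, -0.0089, became 0.015 with at least 10 counts in every sample. Other reversals in fits of all 4 samples were *Eif2s3y* (0.0016), *Stat3* (0.0014) and *Wdfy2* (3.3e-05) with DESeq2's size factors, the same genes at 0.0017, 0.0016 and 0.00034 without a filter, and at 0.0015, 0.0014 and 4.4e-05 in DESeq2's Wald test. With library size only they were the macrophage list (-0.022), *Brca1* (-0.014), *Dmrt1* (-0.034), *Max* (-0.039), *Nanos2* (-0.0043), *Nbn* (-0.015), *Prmt3* (-0.016) and *Ube2b* (-0.0070). Among other named genes and lists, the alternatives set beforehand took 23 values out of an adjusted p under 0.05 and 20 into it, and 21 became stronger with the crossed block.

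The fits that each left out one sample give values without a test, since an arm of 1 sample remains. Of the 463 genes called, from 295 to 415 kept a change of more than 2-fold in their direction, and from 116 to 238 of the 254 upregulated genes did, with the fewest without *Prmt1* KO 1. Of the 26 meiosis genes of Figure 4A, 6 to 7 stayed past this limit, and of the network genes 4 to 5. The log2 fold change of *Prmt1* ranged from -0.43 to -0.27, the median of the meiosis genes from -0.69 to -0.54, that of the differentiating spermatogonia genes from -0.51 to -0.41 and that of the undifferentiated spermatogonia genes from -0.15 to 0.11. With a sample left out, 26 log2 fold changes or medians changed sign in at least one fit, and 3 of these were over 0.1 from 0 with all samples. These were the epithelial genes of the ducts (from -0.60 to 2.28), the fat-cell genes (from -2.10 to 0.30) and *Nanos3* (from -0.08 to 0.30). In all, 68 other values of named genes and lists moved by more than the spread between replicates.

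The 2 other ways to split the 4 samples into equal groups called 136 and 44 genes at fold change 2 and p under 0.05, and 0 genes at an adjusted p under 0.05, with 258 and 54 at an unadjusted p under 0.05. Only the first parts both same-numbered pairs as the real split does, so 1 of 2 such splits, the real one, gave as many genes as WT against *Prmt1* KO, which is the smallest share that 4 samples allow, so this cannot tell whether the difference is one of chance. DESeq2's Wald test and the exact test give no value for the gene lists, and the counts at an adjusted p and the Reactome sets have no value with a sample left out. The depth limits genes such as *Ugt1a6b*, with 3 counts or fewer in *Prmt1* KO testes, to a fold against the floor of 3 counts.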

Differences from the paper's values

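At a fold change above 2 and p under 0.05, 463 genes were differentially expressed, against the paper's 1185, with 209 downregulated against the paper's 482 and 254 upregulated against the paper's 703. None of the alternatives set before the data were examined closed these gaps at this threshold. They gave 188 to 610 genes in all, 109 to 240 downregulated and 79 to 373 upregulated. The crossed block, chosen after seeing the data, gave 559, 221 and 338.

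Counted by an adjusted p under 0.05 without a limit on fold change, a measure the paper does not state, the values were 1124 genes, with 470 lower and 654 higher. They were 1165, 463 and 702 without a filter on low counts, 1115, 453 and 662 with DESeq2's size factors, 1132, 657 and 475 with library size only, and 1291 in all and 750 higher with at least 10 counts in every sample. DESeq2's Wald test gave 1540, 586 and 954 and the exact test 1703, 686 and 1017. All of these lie within 1.5 times the paper's values, while those of the replicate block (308, 161 and 147) and of the crossed block chosen after seeing the data (3264, 1383 and 1881) do not.

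The paper states that most of the downregulated genes are involved in meiosis, and 18 of 209 (8.61%) were in the meiosis lists used here. These lists hold 62 tested genes and could not have held most of the 209, so the share cannot test the statement. The paper draws 26 meiosis genes as downregulated in Fig. 4A; all were lower here, and 7 passed fold change 2 with p under 0.05, with *Mei1* as an eighth under scaling by library size only. An adjusted p under 0.05 was reached by 23, and by *Meig1*, *Pcsk4* and *Msh4* with the crossed block chosen after seeing the data.

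The paper names genes of stem cell maintenance and differentiation as changed. None of these 18 had an adjusted p under 0.05 here, and 5 had an unadjusted p under 0.05. *Lhx1* had an adjusted p of 0.046 with at least 10 counts in every sample, and *Lhx1*, *Sall4*, *Etv5*, *Sohlh2* and *Kit* had 0.0104, 0.0352, 0.0119, 0.0211 and 0.0319 with the crossed block chosen after seeing the data (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The paper lists *Smc1* among the downregulated genes; *Smc1a* was higher by 0.34 on the log2 scale, and *Smc1b* had a log2 fold change of -0.64. The paper gives directions for *Foxo1*, *Stat3*, *Max*, *Dmrt1*, *Nanos2*, *Neurog3* and *Rad18*; these 7 lay within 0.1 of 0 on the log2 scale. Fig. 3D draws *Nrtn* as unchanged. Its log2 fold change was -1.22 (standard error 0.30, adjusted p = 0.059 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the 16 tested genes drawn as unchanged, 1 had an adjusted p under 0.05. This was *Mxd4*, with a log2 fold change of -0.32 (adjusted p = 0.043 from the same test).

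The paper states that a number of DSB repair genes were downregulated; in the list of 73 such genes used here, none passed a fold change of 2, and 14 had an unadjusted p under 0.05, of which 10 were lower and 4 higher. That list leaves out meiotic genes, of which *Dmc1*, *Msh5*, *Meiob* and *Spata22* had log2 fold changes of -1.13, -1.51, -2.80 and -1.30.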

Other observations

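The tests by *Prmt1* level and by Sertoli cell genes were chosen only after the result was seen, and the lists of growth and androgen-dependent genes were written after the changed genes were seen and before their own values were.

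The decrease of meiosis genes in *Prmt1* KO testes was set against technical explanations. With all libraries thinned to the smallest total of 28679664, the median log2 fold change of the meiosis genes not named by the paper was -0.61, and after the trend with GC content and transcript length was removed (values for 32 of 32 genes) it was -0.59. The trend thus accounted for little of the decrease, while thinning can hardly move values that are already scaled by depth and leaves an effect of depth open. The 10 genes with most counts took 2.90% of counts in WT and 3.37% in *Prmt1* KO samples, a difference of 0.468 percentage points. The lower WT sample exceeded the higher *Prmt1* KO sample in *Prmt1* by 0.235 on the log2 scale, which does not point to exchanged labels. Of the 2 splits of the samples that part the same-numbered pairs, only 1, WT against *Prmt1* KO itself, called 463 genes, against 136 in the other. These counts are over all genes and not the meiosis genes, and a share of 1 in 2 is the smallest that 4 samples allow, so the splits cannot tell whether the decrease is a difference between individual samples. The median log2 difference of the meiosis genes lay between -0.73 and -0.50 in the 4 pairs of a *Prmt1* KO and a WT sample. Genes of all germ cells fell less than the meiosis genes, by 0.358, so fewer germ cells of every kind does not account for all of it. The difference between undifferentiated and differentiating spermatogonia genes was 0.450, which is consistent with fewer cells past the undifferentiated spermatogonia. The meiosis genes may thus be lower because fewer cells had reached that stage on P8, or because each cell expressed less of them, and counts from whole testes do not separate these. An earlier stage of growth of the *Prmt1* KO testes, a candidate explanation for the growth genes, was not tested for the meiosis genes and remains open.

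Fat-cell genes differed between the *Prmt1* KO samples by a median of 2.14 on the log2 scale, with less in *Prmt1* KO 2, while the groups differed by -0.29. *Adipoq* had 164 counts in *Prmt1* KO 1 and 11 in *Prmt1* KO 2. A varying amount of fat tissue carried over in dissection is a candidate explanation.

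Among the genes that fell, *Rhox5*, *Tsx* and *Drd4* were taken, from general knowledge and after their values were seen, as genes that depend on androgen in Sertoli cells (log2 fold changes -2.35, -1.84 and -1.52). In a list of further genes of this kind, 4 of 7 were lower, with a median log2 fold change of -0.72 and a camera adjusted p of 0.053 (Benjamini-Hochberg adjustment, from 0.0068 to 0.525 over the alternatives). *Eppin*, *Gpd1*, *Corin* and *Tubb3* fell by 1.28, 1.23, 1.35 and 0.72 on the log2 scale, while *Cldn3* was higher and *Fhod3* and *Serpina5* had log2 fold changes of 0.60 and 0.13. *Fhod3* was higher in both *Prmt1* KO samples than in both WT samples, which goes against a weaker response, and *Cldn3* is also expressed by epithelial tissue. A weaker response of Sertoli cells to androgen can neither be shown nor ruled out by this. The 23 Sertoli cell genes had a median log2 fold change of 0.048, with 7 lower and 16 higher, from -2.35 to 2.77. Their median was -0.11 in *Prmt1* KO 1 and 0.20 in *Prmt1* KO 2, relative to the WT mean. Most of these genes were not lower, so fewer Sertoli cells alone do not account for falls of this size. The genes of the list went both ways, so a small change in Sertoli cell number remains open. Growth genes that decline with age were higher, with a camera adjusted p of 7.4e-06, so *Prmt1* KO testes at an earlier stage of growth remain a candidate explanation.

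*Gja6* is an X-linked gene among the largest falls, the only one of the 5. The median log2 fold change of 654 X-linked genes lay 0.0215 above that of 15115 autosomal genes, so the X chromosome as a whole was not lower.

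The paper measured RNA of *Mre11* and of genes downstream of ATM in older testes, which are not analysed here. On P8, the log2 fold changes were -0.25 for *Atm*, -0.03 for *Mre11a*, 0.32 for *Rad21* and -0.63 for *Hus1b*, and none of the 12 genes tested in the list of this pathway had an adjusted p under 0.05 (5 had an unadjusted p under 0.05). *Hus1b* had 93 and 91 counts in WT and 43 and 55 in *Prmt1* KO samples. Among the other PRMTs, *Prmt2* had a log2 fold change of -0.37 (adjusted p = 0.038 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, from 0.0015 to 0.11 over the alternatives, with the highest in the replicate block) and *Prmt7* -0.26 (adjusted p = 0.058 from the same test, from 0.0073 to 0.13 over the alternatives). *Prmt9*, named *Prmt10* in the deposited counts, had a log2 fold change of -0.13 (adjusted p = 0.39 from the same test). *Prmt3*, *Carm1*, *Prmt5* and *Prmt6* lay between -0.08 and 0.06. *Prmt8* had 8 and 5 counts in WT and 5 and 8 in *Prmt1* KO samples and was not tested. All 4 samples had counts of the Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*, and *Xist* had 48 counts or fewer in each.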
